A study of Mus musculus with 93 samples. Its data were reported in "Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors" (2011).

How the data were processed

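Blood was taken from the cheek of female MMTV/c-MYC mice bearing advanced mammary tumors and of tumor-free FVB/N females kept under like breeding conditions. Per the study's methods, red cells were lysed, RNA from the pelleted leukocytes was amplified with the NuGEN Ovation system, and the product was hybridized to Affymetrix mouse genome expression arrays. Leukocyte pellets were extracted either at once or after storage, by hand or on an automated instrument, and which array had which treatment was not given in the sources used here. The labels place 93 arrays in a training cohort of 14 control and 32 tumor arrays and a validation cohort of 14 control and 33 tumor arrays. Per the study, samples were assigned to the cohorts at random. Arrays are named here by group and by the number in their label.

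The authors deposited log2 values made with RMA, which corrects the background, quantile-normalizes probes between arrays and condenses each probe set to a single value by median polish. The version of RMA was not given in the sources used here. The study standardized its data on principal components of the control probe sets, and whether the deposited log2 values hold that step is not stated. The table held 45101 probe sets, 64 of them AFFX control probe sets, with values between 1.23 and 14.9 and no missing entries. All values carried at most 3 significant digits, so they moved in steps of 0.01 below 10 and of 0.1 from 10 on, where 8.17% of them lay. Array medians ran from 4.3 to 4.91 with a median of 4.79. Arrays give no counts, so precision here rests on the number of arrays alone.

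The 45037 probe sets that are not controls were tested. A platform annotation table gave 34945 of them a single gene symbol, 932 several symbols and 9160 none, and 34754 of those with a single symbol matched the RefSeq gene table of assembly GRCm38 through their Entrez identifiers, with 0 symbols changed. Genes were named only from probe sets with a single symbol. Where a gene had several, the probe set with the highest mean over all arrays stood for it, which left 18193 genes.

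Tumor and control arrays were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold of a call. The fit was made on the training arrays alone, on the validation arrays alone, and on all 93 arrays with cohort as a covariate. An interaction of tumor status with cohort was fitted on all arrays. Every adjusted p given for a single gene comes from limma. Unless stated otherwise, errors of differences are standard errors (SE) and errors of levels are standard deviations (SD) over arrays.

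Lists of marker and pathway genes, 33 in all, were fixed before the data were examined, as were the groups, the tests, the alternatives and the rule for naming genes. They were tested with limma's camera at a preset correlation between genes of 0.01, and again with the correlation estimated per list. Limma's fry was run beside camera; its p asks whether the genes of a list move on balance in a single direction, without comparing the list with other genes. Chosen after seeing the data, a permutation test compared the mean of each list per array between groups, with 100000 resamples of the labels, within cohort where all arrays entered. It too does not compare a list with other genes. Adjustment was over the 33 lists.

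The rule named all Myc probe sets, of which there was 1. It then named the 12 largest rises and 12 largest falls, by the mean of the cohorts' log2 fold changes, among genes with a mean above the median of all probe sets that were called in the same direction in both cohorts. It further named up to 4 genes per described list, those with the smallest p in the fit of all arrays, and the sex check genes Xist, Eif2s3y, Kdm5d and Uty. Which lists to describe gene by gene was decided after seeing the data.

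A score was built on the training arrays: the mean z value of the 50 probe sets with the largest positive moderated statistic among the training calls minus that of the 50 with the largest negative one. Its threshold maximized Youden's J in the training arrays. Sensitivity and specificity carry exact Clopper-Pearson intervals at 95%, and the area under the receiver operating characteristic curve (AUC) a permutation p from 100000 resamples. The Bayesian factor models and the stochastic model search of the study were not rebuilt. A lasso regression (glmnet 4.1.10) was an alternative score.

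Control probe sets were read as a technical description of each array. An array was called spiked where the 3' probe set of the bacterial poly-A spike-in dap was above 5 on the log2 scale, and the loss of 5' signal was read from the actin control as its 5' minus its 3' probe set. This division came after seeing the data. The spiked tumor arrays were compared with the training controls and the unspiked tumor arrays with the validation controls, so that both comparisons share no array.

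The alternatives fixed beforehand were a filter on dim probe sets, quantile normalization of the deposited values, 3 principal components of all or of the 45 exogenous control probe sets as covariates, scores of 6 leukocyte lists as covariates, the label's number as a block, array weights, a robust fit without the trend, a Wilcoxon rank-sum test, a threshold of 0.01, 14 tumor arrays drawn per cohort in 20 draws, 1 probe set per gene, and other settings of the score and the list test. Leaving out either array set, a covariate for the spike-in or for the actin difference, leaving out array 19 of the validation tumors, and scores built on one array set and applied to the other were added after seeing the data. Each comparison was also run on 100 random splits of its arrays.

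The fits were tested on simulated data with known changes in 50 probe sets per size. At a log2 change of 1, 96% were recovered in the training design, 90% in the validation design, 100% with all arrays, 94% for the 52 spiked against the training control arrays, 84% for the 13 unspiked against the validation control arrays and 86% for the interaction. At a log2 change of 0.25 the shares were 6%, 6%, 32%, 10%, 2% and 2%. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.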

Results

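Transcript levels were measured in peripheral blood leukocytes in 28 samples from tumor-free FVB/N mice and 65 samples from tumor-bearing MMTV/c-MYC mice, a strain in which a Myc transgene driven in the mammary gland gives rise to mammary tumors. The training cohort held 14 control and 32 tumor arrays and the validation cohort 14 control and 33 tumor arrays, 1 array per sample. The study gives as many mice per group as there are arrays, though the labels name no animals, so errors and p-values measure the spread between arrays. Per the study the samples were divided into the cohorts at random. Pearson r between the values of any pair of arrays ran from 0.829 to 0.995 with a median of 0.976, and 0 pairs were identical. Xist, which is transcribed from the inactive X chromosome, averaged 11.75 ± 0.186 (SD, n = 28) on the log2 scale in control arrays and 11.18 ± 0.391 (SD, n = 65) in tumor arrays. It was high on all arrays, the lowest being 9.36 on array 20 of the training tumors. Of the Y-linked genes, Eif2s3y was above 4 on 1 array (5.06 on array 2 of the validation tumors), while the next highest array stood at 3.26. Eif2s3y was 0.18 ± 0.0744 (SE) higher in tumor arrays with an adjusted p of 0.0459, and Kdm5d (0.05, adjusted p = 0.607) and Uty (0.09, adjusted p = 0.35) did not pass the test.

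Control probe sets divided the tumor arrays into sets that the labels do not name but that follow the arrays' numbers. The bacterial poly-A transcript dap, which laboratories add to RNA before labelling, averaged 8.56 ± 0.792 (SD, n = 52) on the log2 scale in 52 tumor arrays, 27 of the training and 25 of the validation cohort. It averaged 2.70 ± 0.505 (SD, n = 13) in the other 13 tumor arrays, which are numbers 1 to 5 of the training and 1 to 8 of the validation tumors, and 2.22 ± 0.322 (SD, n = 28) in the control arrays, so 0 control arrays carried the spike-in. The actin control's 5' minus 3' difference, which falls as RNA or its copies shorten, was −0.64 ± 0.103 (SD) in control arrays and −0.54 ± 0.282 in the spiked tumor arrays. In the unspiked tumor arrays it was −1.42 ± 0.227, and 13 of those 13 arrays lay below the lowest control at −0.9, as did 2 of the 52 spiked arrays. The 18S ribosomal RNA control averaged 7.78 ± 0.475 in control, 8.66 ± 0.735 in spiked tumor and 9.52 ± 0.781 in unspiked tumor arrays. The GAPDH control's 5' minus 3' difference was −1.179 ± 0.134 in control, −1.32 ± 0.454 in spiked tumor and −1.385 ± 0.339 in unspiked tumor arrays. Its range of −2 to −1 in the unspiked tumor arrays overlapped that of −1.6 to −1 in the controls, so it did not part them. A spike-in above 5 or an actin difference under −1 picked out 65 of 65 tumor arrays and 0 of the 28 control arrays. No tumor array therefore matched the controls in both the spike-in and the actin measure. The comparisons for Myc and for each gene list are therefore also given within these sets.

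**Figure D1:**
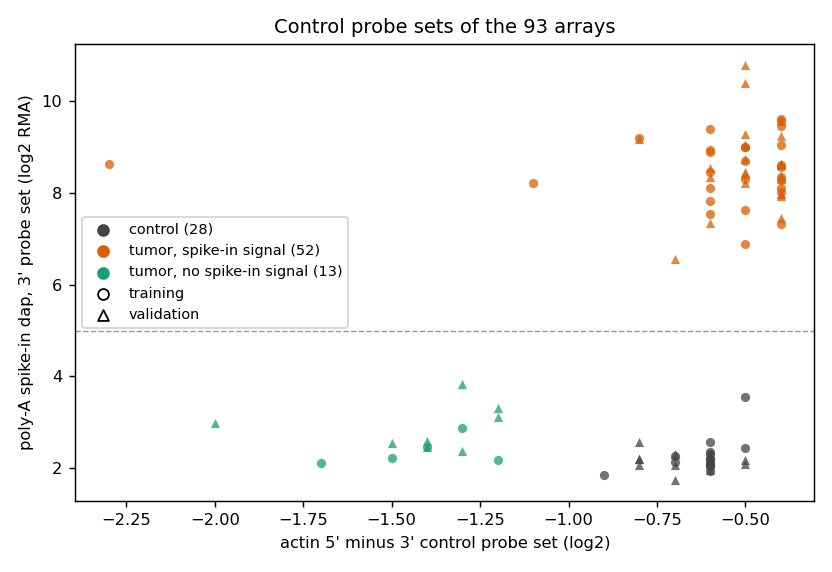
Log2 level of the poly-A spike-in dap (3' probe set) against the 5' minus 3' log2 difference of the actin control, 1 point per array, with a dashed line at a spike-in level of 5. The 52 spiked tumor arrays lie at 6.57 or above, and the 13 unspiked tumor arrays lie at −1.2 or below on the actin axis, where the 28 control arrays lie between −0.9 and −0.5.

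Myc, a transcription factor of growth and the gene carried by the transgene, was compared first, to ask whether its transcript differed in the blood of tumor-bearing mice. It averaged 7.82 ± 0.548 (SD, n = 28) in control arrays and 8.22 ± 1.21 (SD, n = 65) in tumor arrays on the log2 scale, and 42 of 65 tumor arrays lay above the control mean. The difference did not pass the test in the training cohort (0.34 ± 0.25 SE, adjusted p = 0.307), in the validation cohort (0.48 ± 0.38, adjusted p = 0.415) or over all arrays (0.41 ± 0.232, adjusted p = 0.147). Within the array sets Myc moved in opposite directions. It was higher by 0.69 ± 0.216 in the 52 spiked tumor arrays against the training controls (adjusted p = 0.00748), and in the 13 unspiked tumor arrays it fell by 1.17 ± 0.294 against the validation controls (adjusted p = 0.00211). The spiked tumor arrays stood 2.16 above the unspiked ones (limma adjusted p = 4.12e-11). The highest Myc value, 12, was on array 19 of the validation tumors, against at most 9.77 on the other tumor arrays. The sign of the difference over all arrays turned negative when 3 principal components of the control probe sets entered the fit (−0.52 with all, −0.84 with the exogenous ones). It was also negative with the label's number as a block, the spiked arrays left out or the spike-in as a covariate. The difference was called higher with leukocyte scores, array weights or the actin difference in the fit, and with the unspiked arrays left out.

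Tumor and control blood were compared in each cohort to find transcripts that mark the tumor-bearing state, and the validation cohort asked whether they recur. As random parts of a single collection, the cohorts held like shares of spiked and unspiked tumor arrays. Among genes read by their brightest probe set, Igfbp6, which encodes a binding protein of insulin-like growth factors, had the largest rise under the naming rule: 2.27 ± 0.449 (SE) in the training cohort (n = 32 and 14, adjusted p = 0.000109) and 2.06 ± 0.451 in the validation cohort (n = 33 and 14, adjusted p = 0.000717), with 58 of 65 tumor arrays above the control mean. Zfp934, a zinc finger gene, had the largest fall under it, −2.37 ± 0.228 and −2.21 ± 0.246 (adjusted p = 5.26e-11 and 4.82e-09), with 58 of 65 tumor arrays below the lowest control. H2-Ob, a class II chain that tunes peptide loading in B cells, changed by −1.55 ± 0.219 and −1.88 ± 0.271, and Nolc1, a nucleolar phosphoprotein gene, by −1.66 ± 0.145 and −1.48 ± 0.176, with 62 of 65 tumor arrays below the lowest control. In the training cohort 13247 of 45037 probe sets (29.4%) differed, 6855 higher and 6392 lower, of which 981 changed by more than 1 on the log2 scale. In the validation cohort 7656 (17%) differed, 3197 higher and 4459 lower, of which 685 changed by more than 1.

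Of the calls, 6474 were shared by the cohorts in the same direction, 2557 higher and 3917 lower, where overlap by chance would give 486.6 and 632.9, and 0 were called in opposite directions. Across probe sets, which are not independent replicates, the cohorts' fold changes correlated with r = 0.903 (Spearman rho = 0.83). An interaction of tumor status with cohort passed limma's test for 0 probe sets, 549 having an unadjusted p under 0.05, and the control arrays of the cohorts differed in 0 probe sets by limma, 3093 having an unadjusted p under 0.05. Over all 93 arrays 18777 probe sets (41.7%) differed, 10560 higher and 8217 lower. With the 13 unspiked arrays left out the validation calls numbered 14409. With the 52 spiked arrays left out there were 17989 validation calls and 21480 training calls.

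Among the 2582 genes called in the same direction in both cohorts at above-median level, 881 were higher and 1701 lower. The other rises among the 12 largest included Ambp, a precursor of a plasma protease inhibitor (2.02 ± 0.427 and 1.65 ± 0.484), Npl, a lyase of sialic acid (2.08 and 1.40), Tgm1, a transglutaminase (1.87 and 1.23), and Oasl2, an interferon-induced gene (1.5 and 1.3). Entpd3, an ectonucleotidase (1.57 and 1.65), Scgb3a1, a secretoglobin (1.53 and 1.47), Clec4n, the dectin-2 receptor of myeloid cells (1.48 and 1.5), and Sema6b, a semaphorin (1.60 and 1.36), were among them too, as were Ccdc146, 0610040J01Rik and 2310001H17Rik. Scgb3a1 was above the control mean on 64 of 65 tumor arrays. The falls further held Srpk3, a kinase of splicing factors (−1.36 and −2.04), Klhdc1 (−1.77 and −1.52), Nat8f4 (−1.83 and −1.53), Obi1 (−1.59 and −1.55), Mtx3 (−1.63 and −1.43), the small GTPase gene Rras2 (−1.60 and −1.41), the deubiquitinase-related Usp53 (−1.50 and −1.42), 4930426D05Rik and E330020D12Rik. The falls of Zfp934, Nolc1 and Obi1 rest on a single probe set each, since 0 of their 1, 2 and 2 other probe sets were called lower. In the unspiked tumor arrays alone the falls were called for all 12 but Usp53 (−0.49, adjusted p = 0.0945), and the rises were not called for Igfbp6 (0.26, adjusted p = 0.706), Ambp (0.48, adjusted p = 0.504), Npl (0.42, adjusted p = 0.386), Tgm1 (0.14, adjusted p = 0.696), Oasl2 (0.33, adjusted p = 0.319) and 0610040J01Rik (0.89, adjusted p = 0.157).

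Spiked and unspiked tumor arrays, each against controls of its own, shared the loss of B cell and class II transcripts and parted on myeloid and metabolic ones. Srpk3 fell in both sets (−1.32 ± 0.301 in 52 spiked, −2.97 ± 0.37 in 13 unspiked arrays), whereas Tgfb1, which encodes an immunosuppressive cytokine, was 1.33 ± 0.119 higher in the former and changed by −0.63 ± 0.149 in the latter (adjusted p = 6.73e-15 and 0.00128). Itgam, the CD11b integrin chain of myeloid cells, likewise stood at 1.54 ± 0.183 and −0.60 ± 0.2 (adjusted p = 1.29e-10 and 0.0154). The spiked set gave 18469 calls, 10383 higher and 8086 lower, and the unspiked set 19999, 11171 higher and 8828 lower. Of these, 2031 were higher in both sets where chance would give 2575, 2719 were lower in both where chance would give 1585, and 3411 were called in opposite directions where chance would give 4041. With the controls of the sets exchanged, 1378 were higher in both (chance 2681), 2472 lower in both (chance 1655) and 4315 opposite (chance 4263). Across probe sets the fold changes of the sets correlated with r = 0.155 (rho = 0.113), or r = 0.0581 with the controls exchanged, against 0.915 between cohorts within the spiked set and 0.799 within the unspiked set. Between the spiked and unspiked tumor arrays themselves 29466 probe sets (65.4%) differed, 4718 by more than 1 on the log2 scale.

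Of the 33 gene lists, those of B cells, MHC class II, plasma cells and T cells were lower in tumor arrays, with the B cell median lowest. Of 21 measured B cell markers 20 fell and 0 rose, with a median of −0.996, among them Cr2, the complement receptor CD21 (−1.29 ± 0.179 SE, n = 65 and 28), Spib, a B cell transcription factor (−1.24 ± 0.17), Fcmr, the Fc receptor of IgM (−1.24 ± 0.171), and Pou2af1, the octamer coactivator OCA-B (−0.90 ± 0.122). The list mean was below the control mean on 56 of 65 tumor arrays. The B cell list was called by camera (adjusted p = 7.76e-12; adjusted p = 0.621 with an estimated correlation) and by the permutation test of array means (adjusted p = 6.6e-05). Its median was −0.95 in the spiked set (permutation adjusted p = 6e-04) and −1.29 in the unspiked set (permutation adjusted p = 8.25e-05), 16 genes fell in both, and the list means of the sets of tumor arrays differed by 0.26 ± 0.185 (permutation adjusted p = 0.284). Antigen presentation by MHC class II had 8 of 11 genes lower and 0 higher, with a median of −0.64 (camera adjusted p = 6.54e-06; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 6.6e-05). The class II chains H2-Eb1 (−1.29 ± 0.163) and H2-Aa (−0.79 ± 0.117) and the peptide-loading chain H2-DMb2 (−1.29 ± 0.174) fell in both sets, where the list medians were −0.57 and −1.15, and the sets of tumor arrays differed (permutation adjusted p = 0.00208).

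Plasma cell genes fell for 9 of 15, 10 of them adjusted over the list alone, and rose for 3, with a median of −0.54 (camera adjusted p = 0.00711; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 0.000132). Mzb1, a chaperone of antibody assembly (−1.32 ± 0.154), Irf4, a factor of plasma cell fate (−0.88 ± 0.141), and Eaf2 (−0.71 ± 0.12) fell, while Xbp1, which expands the secretory pathway, was 1.08 ± 0.142 higher over all arrays and −0.04 in the unspiked set (adjusted p = 0.867). The plasma cell medians were −0.46 and −0.66 in the spiked and unspiked sets (permutation adjusted p = 0.0198 and 0.00011). Camera no longer called the list with the unspiked arrays left out (median −0.48, adjusted p = 0.169), with dim probe sets left out (median −0.60, adjusted p = 0.0962) or with array weights (median −0.45, adjusted p = 0.0696). T cell genes fell for 14 of 21, 15 of them adjusted over the list alone, with a median of −0.49 (camera adjusted p = 6.54e-06; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 0.00015). Cd2, an adhesion receptor (−1.08 ± 0.113), Ubash3a (−1.17 ± 0.151), the costimulatory receptor Cd28 (−0.84 ± 0.149) and the transcription factor Lef1 (−0.72 ± 0.112) were among these, although the 1 other probe set of each of Ubash3a, Cd28 and Lef1 was not called lower. In the spiked and unspiked sets the T cell medians were −0.57 and −0.83 (permutation adjusted p = 0.000704 and 0.00355), and 9 genes fell in both. Against all 28 controls in place of the training controls, the spiked T cell median was −0.32 (camera adjusted p = 0.004). Markers of CD4 and regulatory T cells (4 of 11 lower, median −0.27, camera adjusted p = 0.0862, or 0.0474 and 0.0459 with components of all and of the exogenous control probe sets; permutation adjusted p = 0.00437) and of CD8 T cells (3 of 7 lower, 4 adjusted over the list alone, median −0.25, camera adjusted p = 0.132, permutation adjusted p = 0.0307) passed the permutation test and fry (adjusted p = 0.00529 and 0.0263) but not camera over all arrays in the planned fit, with set medians of −0.23 and −0.34 for the former and −0.30 and −0.76 for the latter, each passing the permutation test. Of the CD4 markers 5 were lower and 2 higher in the spiked set and 5 lower in the unspiked set, with 0 lower in both. Of the CD8 markers 1 was lower in both sets. The spiked medians depended on the controls used. Against all 28 controls they were −0.11 for CD4 and −0.08 for CD8 markers, neither called by camera (adjusted p = 0.434 and 0.386). NK cell markers passed none of these tests (6 of 20 lower, 1 higher, median −0.22, camera adjusted p = 0.157, permutation adjusted p = 0.099), nor the permutation test in the spiked (median −0.25, adjusted p = 0.138) or unspiked set (median −0.32, adjusted p = 0.0615), though camera called them lower with the label's number as a block (median −0.44, adjusted p = 0.0076). With scores of the neutrophil, monocyte, B cell, T cell, NK cell and erythroid lists in the fit, the medians were 0.02 for CD4 and −0.16 for plasma cell genes, neither called by camera, while MHC class II genes stayed lower (median −0.20, camera adjusted p = 0.00515).

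By the permutation test, the neutrophil, immature neutrophil granule, monocyte, suppressor and complement lists were higher over all arrays and in the spiked set. They were not called in the unspiked set. The dendritic cell list and that of eosinophils, basophils and mast cells, given further below, were not called higher. Camera's calls of the neutrophil, granule, suppressor and complement lists ended when 3 components of the exogenous control probe sets entered the fit, where the neutrophil median was 0.08 (adjusted p = 0.745), that of immature neutrophil granules 0.13 (adjusted p = 0.953) and that of suppressor genes 0.05 (adjusted p = 0.963). Neutrophil markers rose for 12 of 16 and fell for 0, with a median of 0.58 (camera adjusted p = 0.000623; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 8.25e-05). Cxcr2, the chemokine receptor of neutrophils (0.74 ± 0.0982), and Trem1, an activating receptor (0.98 ± 0.138), rose in both array sets, while Hdc, which makes histamine, was 0.87 ± 0.16 over all arrays and 0.11 in the unspiked set (adjusted p = 0.763). The neutrophil median was 0.92 in the spiked set (permutation adjusted p = 4.12e-05) and −0.10 in the unspiked set (permutation adjusted p = 0.766), and the sets of tumor arrays differed by 0.69 ± 0.204 in list mean (permutation adjusted p = 0.00022). Genes of immature neutrophil granules rose for 12 of 18 and fell for 1, with a median of 0.63 that turned to −0.11 with the leukocyte scores in the fit (camera adjusted p = 0.00596; adjusted p = 0.624 with an estimated correlation; permutation adjusted p = 0.00175). They included Ltb4r1, the leukotriene B4 receptor (1.03 ± 0.155), Fcnb, a ficolin (0.99 ± 0.194), Ctsg, the granule protease cathepsin G (0.82 ± 0.176), and Chil3 (0.69 ± 0.166). Their median was 0.98 in the spiked and −0.43 in the unspiked set (permutation adjusted p = 0.235), and the sets of tumor arrays differed (permutation adjusted p = 9.9e-05).

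Complement and Fc receptor genes rose for 12 of 17 and fell for 1, Cd55 (−0.55 ± 0.105), with a median of 0.55 that turned to −0.03 with components of the exogenous control probe sets (camera adjusted p = 0.018; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 6.6e-05). Cfp, the complement factor properdin, stood at 0.92 ± 0.171 and Itgax, the CD11c integrin chain, at 0.84 ± 0.179; the 1 other probe set of Cfp was not called higher, and the list's medians were 0.56 in the spiked and 0.03 in the unspiked set (permutation adjusted p = 7.33e-05 and 0.788). Genes associated with myeloid suppressor cells rose for 10 of 19, 11 adjusted over the list alone, and fell for 2, with a median of 0.31 (camera adjusted p = 0.0349; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 6.6e-05). Cebpb, a transcription factor of emergency myelopoiesis (1.01 ± 0.15), Wfdc17 (0.80 ± 0.146) and Tgfb1 (0.92 ± 0.165) rose, and Cd274, the checkpoint ligand PD-L1, fell by 0.50 ± 0.0881. The suppressor median was 0.34 in the spiked and −0.12 in the unspiked set (permutation adjusted p = 4.12e-05 and 0.788). Monocyte markers rose for 7 of 19 and fell for 0, with a median of 0.32 that turned to −0.17 with the exogenous components (camera adjusted p = 0.157, or 0.00369 with array weights; permutation adjusted p = 0.0206), and their medians were 0.60 and −0.31 in the spiked and unspiked sets (permutation adjusted p = 0.00383 and 0.0992).

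Signaling lists held changes in both directions. Nfkbie, an inhibitor of NF-kappaB, fell by 1.12 ± 0.077 (SE, adjusted p = 1.03e-22) and was below the lowest control on 65 of 65 tumor arrays, in both array sets, and Rela, the p65 subunit it binds, was 0.62 ± 0.0675 higher. Of 30 genes of the NF-kappaB cascade 13 rose, 14 adjusted over the list alone, and 7 fell (median 0.16, camera adjusted p = 0.271, permutation adjusted p = 0.0112), and Tnfrsf1a, a receptor of tumor necrosis factor, stood at 0.97 ± 0.14 over all arrays and −0.11 in the unspiked set (adjusted p = 0.615). The cascade's median was 0.27 in the spiked and −0.22 in the unspiked set (permutation adjusted p = 0.000528 and 0.0271). The JAK-STAT and IL-6 list had 16 of 29 genes higher and 4 lower, with a median of 0.33 (camera adjusted p = 0.0364; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 8.25e-05). Ifngr2, a chain of the interferon gamma receptor (1.2 ± 0.135), and Il6ra, the IL-6 receptor (0.85 ± 0.0987), rose in both array sets, and the kinase gene Pim2 (−0.91 ± 0.111) and Stat5a (−0.37 ± 0.0427), the latter not called lower by its 1 other probe set, fell. The JAK-STAT median was 0.44 in the spiked and −0.14 in the unspiked set (permutation adjusted p = 4.12e-05 and 0.235), and with components of the exogenous and of all control probe sets it was 0.07 and 0.21, no longer called by camera (adjusted p = 0.978 and 0.102). In the MAPK cascade 11 of 26 genes fell and 6 rose, 7 adjusted over the list alone, with a median of −0.06 that turned to 0.05 with components of all control probe sets (camera adjusted p = 0.0602, permutation adjusted p = 0.000432); the kinases Mapk9 (−0.95 ± 0.0887), Braf (−0.82 ± 0.105), Mapk8 (−0.49 ± 0.0773) and Mapk14 (−0.30 ± 0.0475) were among the falls. Of their other probe sets 0 of 2, 1 of 8, 0 of 4 and 0 of 5 were called lower, and the MAPK medians were −0.04 in the spiked and −0.12 in the unspiked set (permutation adjusted p = 0.218 and 8.25e-05).

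MYC target and ribosomal protein genes were lower. Of 30 MYC targets 16 fell and 1 rose, with a median of −0.24 (camera adjusted p = 6.54e-06; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 6.6e-05), led by Nolc1 (−1.57 ± 0.115) and by Rrs1 (−1.30 ± 0.12), Wdr43 (−0.85 ± 0.0983) and Pa2g4 (−0.79 ± 0.0998), which serve ribosome production. The median was −0.20 in the spiked and −0.56 in the unspiked set (permutation adjusted p = 0.000846 and 0.000141), with 9 genes lower in both, although Pa2g4 was −0.10 in the latter (adjusted p = 0.438). With the leukocyte scores in the fit the MYC target median shrank to −0.04 and camera no longer called it (adjusted p = 0.522). Ribosomal protein genes fell for 21 of 38 and rose for 0, with a median of −0.21 (camera adjusted p = 3.95e-06; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 0.0015), among them Rpl12 (−0.85 ± 0.134), Rpl27 (−0.29 ± 0.0454), Rps15 (−0.28 ± 0.042) and Rps4x (−0.23 ± 0.0381). Their medians were −0.15 and −0.49 (permutation adjusted p = 0.00337 and 8.25e-05), with 16 genes lower in both sets, and with the leukocyte scores the ribosomal list stayed called at −0.09 (camera adjusted p = 0.0129). For the spiked arrays against all 28 controls, in place of the training controls, the ribosomal median shrank to −0.075 (camera adjusted p = 0.0263). Cell cycle and E2F targets passed neither test (11 of 39 higher, 10 adjusted over the list alone, 4 lower, median 0.12 turning to −0.02 with components of all control probe sets, camera adjusted p = 0.427, permutation adjusted p = 0.0999), nor in the array sets, with medians of 0.06 and 0.24 (permutation adjusted p = 0.362 and 0.157). Of these, the proliferation marker Mki67 (0.89 ± 0.166) and the cyclin gene Ccnb2 (0.93 ± 0.179) rose and the replication helicase subunit gene Mcm3 (−0.83 ± 0.113) fell.

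The oxidative phosphorylation and pentose phosphate lists went opposite ways in the array sets. Oxidative phosphorylation genes had a median of 0.29 in the spiked set (permutation adjusted p = 4.12e-05) and −0.37 in the unspiked set (permutation adjusted p = 0.00011), and the sets of tumor arrays differed by 0.68 ± 0.0657 in list mean (permutation adjusted p = 3.67e-05). Over all arrays 17 of 40 were higher, 18 adjusted over the list alone, and 5 lower, with a median of 0.15 that turned to −0.25 and −0.28 with components of all and of the exogenous control probe sets (camera adjusted p = 0.098, permutation adjusted p = 0.0575). Camera called the list lower with those components (adjusted p = 4.86e-06 and 8.83e-07), and higher with array weights (adjusted p = 0.0014), quantile normalization (adjusted p = 0.0217), dim probe sets left out (adjusted p = 0.0169), the unspiked arrays left out (adjusted p = 2.83e-05) or the actin difference in the fit (adjusted p = 0.0119). It also called the list lower with the spiked arrays left out (median −0.41, adjusted p = 8.81e-07) or the spike-in as a covariate (median −0.42, adjusted p = 4.96e-07). The complex I genes Ndufa1 (0.66 ± 0.0993) and Ndufa7 (0.59 ± 0.0936) were higher, while Ndufa9 (−0.63 ± 0.0829) and the complex II gene Sdha (−0.59 ± 0.0721) were lower over all arrays. The pentose phosphate and NADPH list had 9 of 17 genes higher and 2 lower, with a median of 0.29 that turned to −0.06 and −0.07 with those components (camera adjusted p = 0.134, or 0.00917 with array weights and 0.00746 without the unspiked arrays; permutation adjusted p = 0.00283), and set medians of 0.48 and −0.22 (permutation adjusted p = 4.12e-05 and 0.000577). Pgd, a dehydrogenase of the pathway, rose in both sets (0.29 ± 0.0558 over all arrays), whereas Pgls (0.47 ± 0.106) and Prps1 (−0.46 ± 0.116) had the opposite sign in the unspiked set (−0.40, adjusted p = 0.0255, and 0.35, adjusted p = 0.0148), and Rpia was −0.24 ± 0.0576.

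Genes of milk and of red cells were examined as markers of cell types other than leukocytes. Csn2, the milk protein beta-casein, was 1.05 ± 0.32 higher (SE, adjusted p = 0.00554), between 2.09 and 2.86 on the 28 control arrays, above the highest control on 28 of 65 tumor arrays (21 spiked, 7 unspiked) and 9.17 at its highest. Of 24 measured genes of mammary epithelium and milk 7 were higher and 1 lower, with a median of 0.09 that turned to −0.15 when dim probe sets were left out (camera adjusted p = 0.254; permutation adjusted p = 0.00139), and set medians of 0.10 and 0.24 (permutation adjusted p = 0.00859 and 0.0127). Ltf, which neutrophils also express, stood at 1.01 ± 0.295, Lao1 at 0.29 ± 0.0773, and Erbb3, an epithelial growth factor receptor, fell by 0.47 ± 0.13. Csn1s1, Csn1s2a and Csn3, chosen after their values were seen, exceeded their highest control on 24, 25 and 26 of 65 tumor arrays, and all 4 caseins did so on 10 arrays. By array set this was 17 of 52 spiked and 7 of 13 unspiked arrays for Csn1s1, 14 and 11 for Csn1s2a, and 19 and 7 for Csn3. Csn2 was above 5 on 9 spiked and 1 unspiked array, with the other 6 unspiked arrays above the highest control between 2.91 and 3.98, and Csn1s2a was above 5 on 5 spiked and 3 unspiked arrays. The 2 spiked arrays with an actin difference below the lowest control, training tumors 22 (−2.3) and 27 (−1.1), had Csn2 at 7.21 and 8.1. The highest Csn2 values, 9.17 and 8.48 on validation tumors 24 and 26, came with an actin difference of −0.4. Across the 52 spiked tumor arrays Csn2 correlated with Csn1s2a (r = 0.91, rho = 0.696, adjusted permutation p = 5.7e-05 and 0.00011 over 23 relations, raw p = 1e-05 for both, the smallest the resampling gives). It did so with Csn1s1 (r = 0.885, rho = 0.709, with the same p-values) and Csn3 (r = 0.667, rho = 0.563, adjusted permutation p = 9.2e-05 and 0.00015, raw p = 2e-05 for both), and without the 2 farthest arrays r was 0.862, 0.819 and 0.513. In the 13 unspiked tumor arrays none of the 23 relations passed the adjusted permutation test, for example r = 0.676, rho = 0.374 for Csn1s2a (adjusted p = 0.2 and 0.79). Erythroid and reticulocyte genes were higher for 10 of 26, 8 adjusted over the list alone, and lower for 0, with a median of 0.37 that turned to −0.57 with components of all control probe sets (camera adjusted p = 0.0607; permutation adjusted p = 0.0272). Camera called the erythroid list lower with those components (adjusted p = 5.38e-05), and higher without array 19 of the validation tumors (adjusted p = 0.0396), with quantile normalization (adjusted p = 0.0248), with the block (adjusted p = 0.0299) or with dim probe sets left out (adjusted p = 0.0269). The red cell genes Kel (1.05 ± 0.269), Add2 (1.04 ± 0.259), Epor, the erythropoietin receptor (0.71 ± 0.172), and Tspo2 (0.71 ± 0.204) were higher over all arrays and each of them negative with the components. The erythroid medians were 0.50 in the spiked and 0.32 in the unspiked set (permutation adjusted p = 0.0534 and 0.185).

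**Figure D2:**
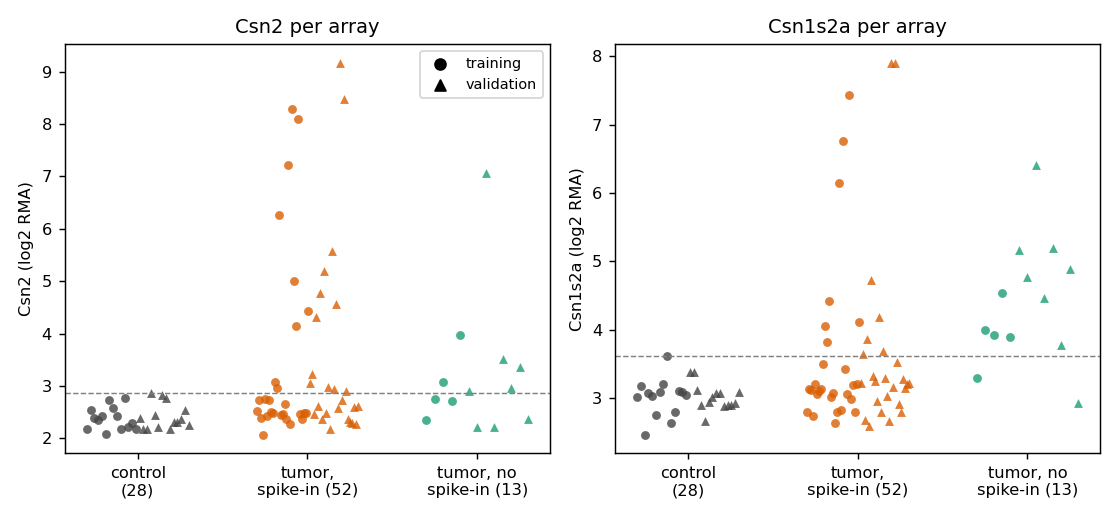
Log2 levels of Csn2 and Csn1s2a in control, spiked tumor and unspiked tumor arrays, 1 point per array, with a dashed line at the highest of the 28 control arrays. Csn2 lies above that line on 28 of 65 tumor arrays and Csn1s2a on 25.

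**Figure D3:**
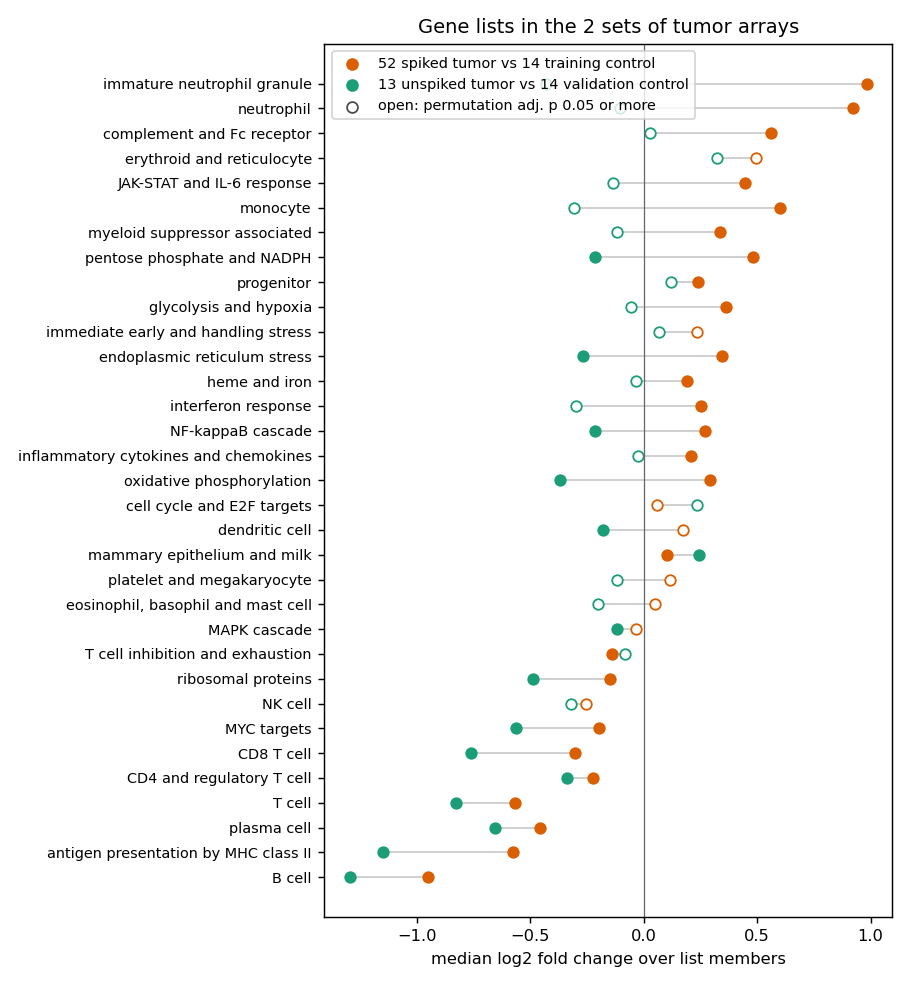
Median log2 fold change of the measured members of the 33 gene lists in the 52 spiked tumor arrays (against 14 training controls) and the 13 unspiked tumor arrays (against 14 validation controls), with open symbols where the permutation test of array means gave an adjusted p of 0.05 or more. B cell, MHC class II, T cell, MYC target and ribosomal lists lie below 0 in both sets, while neutrophil and oxidative phosphorylation lists lie on opposite sides, the latter turning negative over all arrays with components of the control probe sets.

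Camera at its preset correlation called 11 of 33 lists over all arrays, 5 higher and 6 lower, and with an estimated correlation 0 of these calls held, the lowest adjusted p being 0.621; fry called 22 and the permutation test of array means 26. By that permutation test 9 lists changed in the same direction in both array sets, 4 in opposite directions, and 25 differed between spiked and unspiked tumor arrays. Of 100 splits of the arrays, 56 gave 11 or more camera calls, the real split included.

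The study sought a blood signature able to tell tumor-bearing from tumor-free mice, so a score was built on the training cohort and applied to the validation cohort. The score averaged 0.949 ± 0.719 (SD, n = 33) in validation tumor arrays and −2.39 ± 0.368 (SD, n = 14) in validation controls, with an AUC of 1 (permutation p = 1e-05, the smallest possible). At the training threshold of −1.08 it placed 32 of 33 validation tumor arrays (97%, exact interval 84.2 to 99.9%) and 14 of 14 controls (100%, 76.8 to 100%) on their side. The tumor array below the threshold was number 19 of the validation tumors, at −1.29. Within the validation cohort the AUC was 1 for the 25 spiked tumor arrays (24 above the threshold) and for the 8 unspiked ones (8 above). A score built and applied with either set left out likewise had an AUC of 1, with 8 of 8 and 25 of 25 validation tumor arrays above its threshold. Of the 50 higher and 50 lower probe sets of the training score, 46 and 50 were called in the same direction in the unspiked set, 5 of whose 13 arrays are among the training arrays the probe sets were chosen on. With 3 components of the control probe sets removed, the score's AUC was 0.807, with 28 of 33 tumor arrays and 9 of 14 controls on their side. The spike-in level of dap alone gave an AUC of 0.994 in the validation cohort, with 25 of 33 tumor arrays above 5. A score built on the 52 spiked tumor arrays and the training controls and applied to the 13 unspiked tumor arrays and the validation controls had an AUC of 0.621 (permutation p = 3e-01) and placed 0 of 13 tumor arrays (0 to 24.7%) above its threshold. The reverse, from unspiked to spiked tumor arrays, had an AUC of 0.29 (permutation p = 2e-02) with 0 of 52 tumor arrays (0 to 6.85%) above the threshold.

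**Figure D4:**
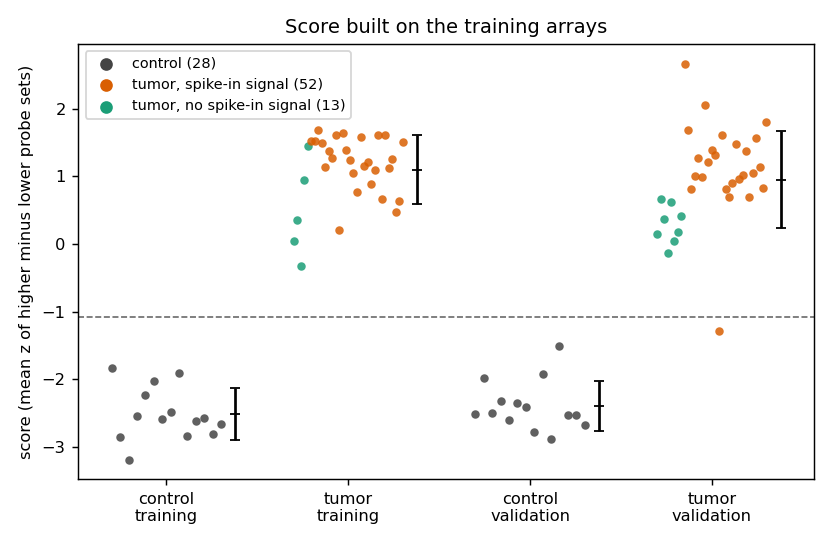
Score of each array (z units) by group, with mean and SD, for the score built on the training cohort, and a dashed line at its threshold of −1.08. All but 1 of the 33 validation tumor arrays lie above the line and 14 of 14 validation controls lie below it.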

Values the study reported

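The study reports a training set of 46 samples (14 control and 32 tumor) and a validation set of 47 samples (14 control and 33 tumor), which match the numbers of deposited arrays. From 45,101 probes it drew 4,276 genes whose expression differed between the groups at a posterior probability of at least 0.99, reduced them to 49 factors, and chose the top 200 of 5000 models. Its thresholds and model differ from those used here, so its count of genes was not set beside a count of calls. The study built its predictor on data standardized by principal components of the control probe sets, a step not added for the main score here. With such components removed, the score here told the groups apart less well. The study reports that its predictor told tumor-bearing from control mice with 100% sensitivity and specificity in both sets, a result not set beside the main score. By quantitative RT-PCR it found little or no Myc transcript in the blood of transgenic mice when set beside their mammary tumors. By array signals, processed otherwise than the values here, it found no significant Myc difference between its classes of mice. It states that leukocyte profiles were similar between the groups, from counts in portal vein blood taken after death. The arrayed blood came from the cheek, so these measures are unlike those used here.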

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

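The random splits of the cohorts and of all arrays were planned, and the other tests in this part, those on the spiked and unspiked arrays (their splits included), the B cell list and the caseins, were chosen after the result was seen. A difference between groups of arrays drew attention first: 29466 of 45037 probe sets differed between the 52 spiked and the 13 unspiked tumor arrays. Signal outside the main measurement came next: the spike-in dap was above the highest control on 53 tumor arrays, the 52 spiked ones and 1 of the unspiked ones at 3.83. The actin 5' minus 3' difference was below the lowest control on 13 of 13 unspiked tumor arrays.

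Chance in how arrays were grouped is excluded for most counts, since the real split alone, 1 of 100 splits, reached each of them: training 13247 calls against at most 2502 in the others, validation 7656 against 0, all arrays 18777 against 904, calls shared by the cohorts 6474 against 0, the spiked set 18469 against 10, the unspiked set 19999 against 340, and spiked against unspiked tumor arrays 29466 against 699. It is not excluded for the number of lists that camera called with all arrays, where 56 of 100 splits gave 11 or more and another split gave 24, so the lists rest on the permutation test of array means. That test does not compare a list with other genes. It called 26 of 33 lists where 18777 of 45037 probe sets were called. A call by it therefore shows that a list differed between groups, not that it differed more than other genes. The interaction with cohort had 0 calls in the real and at most 0 in the other splits, so all 100 reached it and the splits say nothing about it.

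The first pattern is the difference between tumor and control arrays in a large share of all probe sets. The tables argue against the poly-A labelling as its whole cause, since 27589 probe sets were called among the 41 arrays without the spike-in. Of these, 9786 went in the direction of the 18777 calls of all arrays and 2042 in the other. That agreement is partly built in, as both fits share those 41 arrays. With separate controls, 2719 were lower in both sets (chance 1585), 2031 higher in both (chance 2575) and 3411 opposite (chance 4041). With the actin difference fitted, 18180 of 18777 calls kept direction, but that fit cannot decide whether loss of 5' signal was the whole cause. The spiked (−0.54) and unspiked tumor arrays (−1.42) lay on opposite sides of the controls (−0.64), so the covariate could remove little of the tumor difference. By the actin measure the spiked arrays showed no such loss and still gave 18469 calls, which argues against it for that set. In the unspiked set it was not tested. With 3 components of all control probe sets, the spike-in among them, 8130 calls kept direction and 1255 were called in the opposite one. Processing that differed between the sets may account for much of the first pattern. The fold changes of the sets against separate controls correlated with r = 0.155, against 0.903 between the cohorts, whose mixtures of spiked and unspiked arrays were alike. The unspiked arrays carry the lowest numbers of both tumor groups, as arrays handled at another time could, and storage, RNA isolation by hand or by instrument and labelling batch are candidate sources that the labels do not assign to arrays, while a difference between the mice of the sets (tumor burden, age, form of the transgene) was not tested. The training score, built on both kinds of tumor array, told both from controls in the validation cohort (AUC 1 for each), while scores built on a single set did not carry over to the other, and handling of the controls apart from all tumor arrays stays open for it too.

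The second pattern is the loss of B cell and MHC class II transcripts. Spike-in labelling is argued against by the B cell median of −1.29 in the unspiked tumor arrays. Dilution by cells other than lymphocytes stays undecided. The B cell list mean was not told from that of the T cell list in the spiked set (−0.27 ± 0.199 SE, permutation adjusted p = 0.27). Nor was it in the unspiked set (−0.49 ± 0.235, permutation adjusted p = 0.061). NK cells took the place of T cells in that test after this had been seen. The B cell list mean fell below that of the NK cell list by −0.64 ± 0.186 (permutation adjusted p = 0.0082) in the spiked set. In the unspiked set the difference was −0.82 ± 0.186 (permutation adjusted p = 0.00032). It was −0.56 ± 0.172 in the spiked set without array 19 of the validation tumors, an array rich in NK cell transcripts. The B cell list thus fell more than the NK cell list, but a dilution that lowers B and T cells alike is not excluded. A handling difference that set the control arrays apart from every tumor array cannot be told apart from the tumor effect. In the spike-in and the actin measure together, 0 of 13 unspiked tumor arrays matched the controls. The GAPDH 5' minus 3' difference of the unspiked tumor arrays (−2 to −1) overlapped that of the controls (−1.6 to −1), which leaves the question undecided. With these limits, fewer B cells among the blood leukocytes of tumor-bearing mice, or less B cell RNA per cell, is a hypothesis that cell counts of the same samples could test. The study reports similar leukocyte profiles in its counts of tumor mice and matched controls, though its text names no B cell count.

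The third pattern is casein RNA on some tumor arrays. Spike-in labelling as its source is argued against for Csn1s2a, which was above the highest control on 11 of 13 unspiked against 14 of 52 spiked tumor arrays and above 5 on 3 unspiked ones (arrays 1, 3 and 5 of the validation tumors), and stays open for Csn2, which was above 5 on 1 unspiked array and on 6 more above the controls but near the floor (2.91 to 3.98). RNA of mammary cells in the blood, from circulating tumor cells or from normal gland, cannot be told from other sources: the median Spearman rho with Csn2 of the other 20 mammary genes across 52 spiked arrays was 0.125, at percentile 84.9 of random lists of like level. The reading of that percentile as undecided, and the level of 5 in place of a count above the controls, were settled after the values had been seen; the percentile lies inside the range of random lists, and of the 20 genes the epithelial keratin gene Krt19 (r = 0.715, rho = 0.479, permutation adjusted p = 5.7e-05 and 0.002) and the milk gene Glycam1 (r = 0.596, rho = 0.415, permutation adjusted p = 5.7e-05 and 0.011) rose with Csn2 by both measures and Krt8 by r alone (r = 0.379, rho = 0.23, permutation adjusted p = 0.022 and 0.29). The abundant milk genes Wap and Lalba reached 4.48 and 4.86 at most, against 3.9 and 3.95 in controls.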

How the results depend on the processing

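The settings without the spiked or the unspiked tumor arrays, with the spike-in or the actin difference as a covariate or without array 19 of the validation tumors, the permutation test of array list means and the scores carried between array sets were chosen after seeing the data. Of the counts, correlation, list and score results under all settings, 83 stayed within bounds, 40 moved, 5 newly passed a test, 2 no longer did and 6 reversed. For named genes 1128 values kept direction and side of the threshold, 119 lost their call, 2 gained it and 40 reversed. Unless the construction shows it, the cause was not tested. Depth here means signal over background: values near the floor cannot fall, and 8.17% of values carry steps of 0.1.

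With 3 principal components of all control probe sets there were 11571 validation calls (6479 higher and 5092 lower, against 3197 and 4459), the correlation of the cohorts was 0.723 and the Myc log2 fold change was −0.516. Epor (−0.781), Add2 (−0.715), Kel (−0.99), Tspo2 (−0.853), Tgfb1 (−0.438), Pgls (−0.059), Aurka (−0.251), Ndufa1 (−0.205) and Ndufa7 (−0.039) reversed. With 3 components of the exogenous control probe sets there were 16884 validation calls (9705 higher and 7179 lower), 9759 replicated calls, a correlation of 0.773 and Myc at −0.838. Itgam (−0.312), Epor (−0.632), Kel (−0.218), Tspo2 (−0.274), Tgfb1 (−0.582), Pgls (−0.192), Prps1 (0.146), Aurka (−0.17), Sdha (0.038), Ndufa7 (−0.141) and Cfp (−0.058) reversed. The spike-in, high on tumor arrays alone, is among the probe sets behind both kinds of components.

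With leukocyte marker scores as covariates there were 2378 training calls, 4052 validation calls, 8219 all-array calls and 1267 replicated calls, 2 lists, a correlation of 0.611 and a Myc log2 fold change of 0.59, now called. The neutrophil, B cell and T cell lists, whose own scores are in that fit, lost their calls by construction. Chil3 (−0.114), Ltf (−0.008) and Uty (−0.025) reversed. With the label's number as a block, the replicate block, there were 7641 training calls and 3486 replicated calls and Myc stood at −0.275. The numbers do not pair samples: 5 of 14 training and 6 of 14 validation pairs correlated above 0.1, 5 of the 14 training and 8 of the 14 validation tumor arrays with a control's number are unspiked, and tumor arrays whose number no control shares add nothing to that contrast. Camera no longer called immature neutrophil granule (adjusted p = 0.053), suppressor (0.135) and JAK-STAT genes (0.149) with the block, nor these (0.07, 0.411 and 0.102) and complement genes (0.706) with components of all control probe sets. With the block it newly called the CD4 (0.00477), CD8 (0.0142) and NK cell (0.0076) lists lower and the erythroid list higher (0.0299). The medians of the oxidative phosphorylation (−0.07), endoplasmic reticulum stress (−0.02), interferon response (−0.02) and platelet (−0.09) lists turned negative with the block. Camera called none of them there (adjusted p = 0.385, 0.608, 0.608 and 0.385). With array weights there were 20156 training calls, 18955 validation calls and 15391 replicated calls, 17 lists, Myc at 0.61, now called, and Uty at 0.

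With the spiked tumor arrays left out there were 21480 training calls, 17989 validation calls and 12780 replicated calls, 6 interaction calls, a correlation of 0.799 and a Myc log2 fold change of −1.284. Itgam (−0.59), Chil3 (−0.053), Xbp1 (−0.005), Epor (−0.186), Tgfb1 (−0.586), Oas3 (0.13), Oas2 (−0.355), Tnfrsf1a (−0.077), Pgls (−0.34), Prps1 (0.348), Aurka (−0.107), Sdha (0.005), Ndufa7 (−0.174) and Cfp (−0.299) reversed. With the spike-in as a covariate there were 22364 training calls, 19112 validation calls, 28173 all-array calls and 13886 replicated calls, 7 lists, a correlation of 0.799 and Myc at −1.312. The median tumor minus control difference of all probe sets, 0.0724, was 0.118 and 0.12 in these settings and −0.0271 with dim probe sets left out. With the unspiked tumor arrays left out there were 14409 validation calls and 11812 replicated calls, Myc stood at 0.838, now called, and Kdm5d at −0.011. With the actin difference as a covariate Myc stood at 0.499, now called. Quantile normalization gave Kdm5d at −0.023.

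An adjusted p under 0.01 left 7965 training calls, 4476 validation calls and 3717 replicated calls, and 1 probe set per gene left 5838, 3237, 7745 all-array calls and 2819 replicated calls, both by construction. The Wilcoxon test gave 11943 validation calls and 9744 replicated calls. Of the lists, 0 were called with an estimated correlation, 22 with fry and 26 with the permutation test of array list means. The score's AUC was 0.6209 when built on the spiked and 0.2898 when built on the unspiked set and applied to the other, and 0.807 with 3 components of the control probe sets removed, 28 of 33 tumor arrays and 9 of 14 controls then on their side; other settings of the score gave 0.994 or more. Without array 19 of the validation tumors there were 9112 validation calls, and 7539 replicated. In 20 draws of 14 tumor arrays per cohort, training calls ran from 8824 to 16228 and validation calls from 3704 to 12707. Replicated calls ran from 2943 to 8482.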

Other observations

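The permutation tests of list means in this part, the spiked and unspiked sets and the look at array 19 of the validation tumors were chosen after the result was seen. Glycolysis and hypoxia genes were higher over all arrays: of 24 measured, 14 rose and 4 fell, with a median of 0.25 (camera adjusted p = 0.0504; adjusted p = 0.621 with an estimated correlation; permutation adjusted p = 0.000132). The median was 0.04 with components of the exogenous control probe sets (camera adjusted p = 0.617) and 0.0027 with the leukocyte scores (camera adjusted p = 0.978), while camera called the list higher without array 19 of the validation tumors (adjusted p = 0.0382), without the unspiked arrays (adjusted p = 0.004), with dim probe sets left out (adjusted p = 0.0169), and with quantile normalization (adjusted p = 0.0114), array weights (adjusted p = 0.00405) or the actin difference in the fit (adjusted p = 0.0164). Pfkfb4, which drives glycolytic flux (1.24 ± 0.166 SE, n = 65 and 28), Slc16a3, the lactate exporter (1.05 ± 0.164), and the oxygen sensor Egln3 (0.88 ± 0.164) rose, and Ndrg1 (−0.55 ± 0.0923) fell. In the unspiked set the list median was −0.06 (permutation adjusted p = 0.37, against 0.36 and 4.12e-05 in the spiked set), Pfkfb4 stood at 0.05 (adjusted p = 0.858) and Slc16a3 at −0.05, and the sets of tumor arrays differed (permutation adjusted p = 3.67e-05). Interferon response genes rose for 11 of 30 and fell for 5, with a median of 0.18 that turned to −0.19 and −0.21 with components of all and of the exogenous control probe sets (camera adjusted p = 0.211, or 0.0197 with array weights and 0.0447 without the unspiked arrays; permutation adjusted p = 0.0471). The antiviral sensor Ifih1 (0.62 ± 0.101) rose in both array sets, Oas2 stood at 1.25 ± 0.252 and Oas3 at −1 ± 0.178 over all arrays, and the list medians were 0.25 in the spiked and −0.30 in the unspiked set (permutation adjusted p = 0.00859 and 0.0684). Of 12 genes of T cell inhibition and exhaustion 4 fell and 2 rose (median −0.07, camera adjusted p = 0.184, permutation adjusted p = 0.000165): the inhibitory receptors Btla (−1.18 ± 0.136) and Ctla4 (−0.75 ± 0.148) and the transcription factor Tox (−0.98 ± 0.152) fell, and Cd244a (0.44 ± 0.131) rose. The 2 other probe sets of Tox were not called lower, and the list medians were −0.14 in the spiked and −0.08 in the unspiked set (permutation adjusted p = 0.000605 and 0.235).

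Of the remaining lists, endoplasmic reticulum stress genes rose for 10 of 22 and fell for 5 (median 0.24, turning to −0.09 and −0.21 with the components; camera adjusted p = 0.138, permutation adjusted p = 8.25e-05), with medians of 0.34 and −0.27 in the spiked and unspiked sets (permutation adjusted p = 4.12e-05 and 0.0174). Camera called the stress list higher with quantile normalization (adjusted p = 0.0365), array weights (adjusted p = 0.0105), dim probe sets left out (adjusted p = 0.0437) or the unspiked arrays left out (adjusted p = 0.0109). Inflammatory cytokines and chemokines rose for 8 of 28 and fell for 1 (median 0.15, camera adjusted p = 0.098, or 0.0169 with dim probe sets left out and 0.044 with array weights; permutation adjusted p = 0.00191), with set medians of 0.21 and −0.03 (permutation adjusted p = 0.000704 and 0.652). Heme and iron genes rose for 8 of 18 and fell for 3 (median 0.18, turning to −0.17 and −0.05 with the components; camera adjusted p = 0.254, permutation adjusted p = 0.00368), with set medians of 0.19 and −0.03 (permutation adjusted p = 0.00124 and 0.788). Progenitor genes rose for 5 of 14 and fell for 1 (median 0.26, turning to −0.04 with components of all control probe sets; camera adjusted p = 0.271, permutation adjusted p = 0.00175), with set medians of 0.24 and 0.12 (permutation adjusted p = 0.00324 and 0.0741). Immediate early and handling stress genes rose for 12 of 27, 13 adjusted over the list alone, and fell for 9 (median 0.25, turning to −0.01 with the exogenous components; camera adjusted p = 0.825, permutation adjusted p = 0.138), with set medians of 0.24 and 0.07 (permutation adjusted p = 0.146 and 0.662). Dendritic cell genes (3 higher and 4 lower of 13, median 0.12, turning to −0.03 and −0.11 with the components; camera adjusted p = 0.825, permutation adjusted p = 0.739) passed neither test over all arrays, and had set medians of 0.17 and −0.18 (permutation adjusted p = 0.269 and 0.00254). Platelet and megakaryocyte genes (3 higher and 2 lower of 19, median 0.02 with camera pointing lower, the median turning to −0.48 and −0.33 with the components; camera adjusted p = 0.93, permutation adjusted p = 0.766) did not either, although camera called them lower with the components (adjusted p = 0.00106 and 0.0177), with set medians of 0.12 and −0.12 (permutation adjusted p = 0.563 and 0.0695). Nor did eosinophil, basophil and mast cell genes (2 higher and 2 lower of 14, the latter 1 adjusted over the list alone, median −0.05 and mean 0.05; camera adjusted p = 0.973, permutation adjusted p = 0.628), with set medians of 0.05 and −0.20 (permutation adjusted p = 0.395 and 0.182).

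Array 19 of the validation tumors stood apart in cytotoxic and proliferation genes, chosen after their values were seen. The granzyme genes Gzmb and Gzmm were at 13 and 12.9 on the log2 scale, against at most 9.17 and 9.38 on the other 64 tumor arrays. The CD8 T cell list averaged 10.73 (others 6.96 to 8.77), the NK cell list 9.33 (6.56 to 8.41), MYC targets 10.54 (at most 9.49) and cell cycle genes 8.26 (at most 7.6). Its platelet list averaged 7.89 (others 10.8 to 12.64), with the platelet receptor gene P2ry12 at 5.48 (10.1 to 12.4). No explanation of this array was tested.

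Xist fell by 0.58 ± 0.0778 (SE, adjusted p = 1.45e-09) over all arrays, with 49 of 65 tumor arrays below the lowest control, and stood at −0.20 in the unspiked set (adjusted p = 0.111).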
